# Deletion of the *celA* gene in *Aspergillus nidulans* triggers overexpression of secondary metabolite biosynthetic genes

**DOI:** 10.1038/s41598-017-05920-x

**Published:** 2017-07-20

**Authors:** Gea Guerriero, Lucia Silvestrini, Sylvain Legay, Frank Maixner, Michael Sulyok, Jean-Francois Hausman, Joseph Strauss

## Abstract

Although much progress has been made in the study of cell wall biosynthetic genes in the model filamentous fungus *Aspergillus nidulans*, there are still targets awaiting characterization. An example is the gene *celA* (ANIA_08444) encoding a putative mixed linkage glucan synthase. To characterize the role of *celA*, we deleted it in *A. nidulans*, analyzed the phenotype of the mycelium and performed RNA-Seq. The strain shows a very strong phenotype, namely “balloons” along the hyphae and aberrant conidiophores, as well as an altered susceptibility to cell wall drugs. These data suggest a potential role of the gene in cell wall-related processes. The Gene Ontology term Enrichment analysis shows increased expression of secondary metabolite biosynthetic genes (sterigmatocystin in particular) in the deleted strain. Our results show that the deletion of *celA* triggers a strong phenotype reminiscent of cell wall-related aberrations and the upregulation of some secondary metabolite gene clusters in *A. nidulans*.

## Introduction

The cell wall is a structure involved in important stages of fungal growth and morphogenesis. Several studies in the literature have shown how perturbations at the cell wall-level trigger dramatic effects on growth^1^. Despite the importance of fungal cell walls and despite the great advances made in the field, there are still missing pieces in our understanding of cell wall dynamics in filamentous fungi. Some cell wall biosynthetic genes, for example, are still uncharacterized (a detailed inventory of *Aspergillus nidulans* cell wall-related genes has been previously published^2^). The chief polysaccharides in the cell wall of the model organism *A. nidulans* are β-glucans (β-1,3-, β-(1,3;1,4)- and β-1,6-glucans), chitin and α-1,3-glucans. No characterization is yet available for the proposed mixed linkage glucan synthase gene *celA* ANIA_08444^2^, while much is known about the chitin and α-1,3-glucan biosynthetic genes in *A. nidulans* ^3–8^. In *A. nidulans* 6 chitin synthase genes have for instance been identified which belong to classes I to VI^3–7^. *chsC* and *chsA* were proven to play an important role in hyphal wall integrity and conidiophore development^4^, while *chsB* and *chsD* are involved in hyphal growth and conidiation^5^. Interestingly two of the identified chitin synthases possess a myosin-motor head domain^7^, which was shown to be important for the interaction with the cytoskeleton and to play a role for the correct delivery and insertion in the plasma membrane.

Recently, a study on *A. fumigatus* has characterized a protein with significant similarity to ANIA_08444 termed Tft1, an enzyme shown to be responsible for the production of β-(1,3;1,4)-glucans in this organism^9^.

The protein encoded by *celA* is distantly related to plant cellulose synthase-like proteins (CSLs; Fig. 1), it is orthologous to the characterized *A. fumigatus* mixed-linkage glucan synthase Tft1^9^, whose deletion causes no obvious phenotype in *A. fumigatus*, except for a modest increase in virulence.

**Figure 1:**
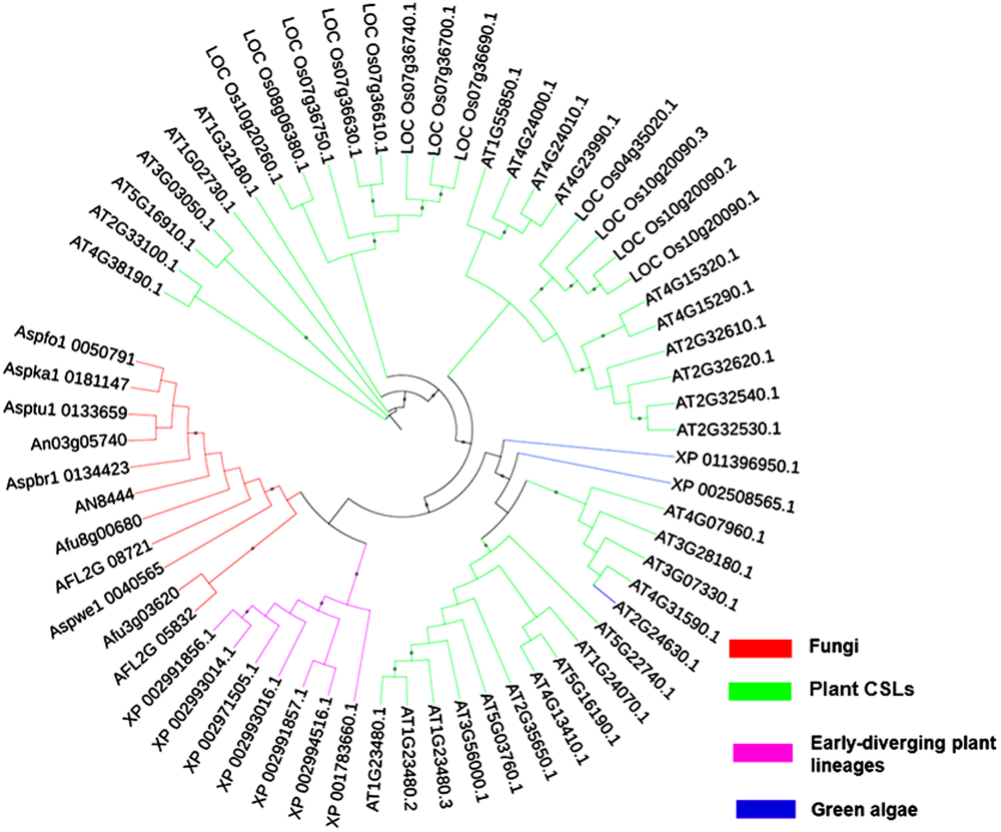
Neighbor-joining tree (bootstraps = 1000) of CelA, its fungal and plant orthologs. Accession numbers are indicated in the tree.

To characterize the role of *celA* in the growth and development of the model filamentous fungus *A. nidulans*, we here sought to provide transcriptomic data of a strain which lacks the gene *celA* (the strain is hereafter referred to as *celA*∆).

In the present study, we provide experimental evidence for a relationship existing between the deletion of the gene *celA* and the upregulation of genes involved in the production of secondary metabolites (SM). We propose that *celA* partakes in a mechanism regulating SM production in *A. nidulans*.

## Results and Discussion

### Deletion of *celA* causes a strong phenotype in *A. nidulans*

Transformation of the SAA.111 recipient strain with the replacement cassette containing the *argB* selectable marker yielded three independent transformants; however, subsequent growth cycles of the transformants from conidia on selective medium resulted in one single transformant as capable of stable growth under arginine deprivation. This *celA*Δ strain was analyzed and found to have a single and correct *argB* marker insertion replacing *celA* in the genome (Suppl. Figure 1a; for a schematic representation of the *EcoRI* restriction map in the wild-type and *celA*Δ, see Suppl. Figure 1b). The diagnostic PCRs highlighted the expected shift in MW caused by deletion of *celA* and insertion of the *argB* marker (Suppl. Figure 1c and d).

When grown on solid medium, the *celA*Δ strain showed a macrophenotype: besides growing more slowly, it developed a colony with an outer sector devoid of pigments, as compared to the control (Fig. 2a). The *celA*Δ strain showed decreased sensitivity to the cell wall drugs Congo Red (CR) and dichlobenil (DCB) (Fig. 2b). Microscopic observations of the hyphae in the *celA*Δ strain revealed frequently swollen regions and “balloons”; at higher magnifications these structures appeared vacuolated (Fig. 2c). Additionally, several conidiophores retrieved from plate cultures were aberrant, since they showed bifurcations and hyphae-like metulae (Fig. 2c insets). It is known that *A. nidulans* strains lacking specific chitin synthase genes of class V and VI also show a “balloon” phenotype^7^, which is indicative of a weakened cell wall. The results here obtained therefore suggest a potential implication of *celA* in cell wall-related processes; however its actual role in cell wall biosynthesis awaits experimental validation. As the deletion of genes triggering phenotypes reminiscent of those observed in *celA*Δ is often accompanied by compensatory alterations in expression of genes involved in cell wall biosynthesis^10^, we tested some of their representatives. As an example, genes involved in chitin and β-1,3-glucan synthesis (Fig. 3) did not show statistically significant changes, with the exception of *chsA* and the cell wall stress sensor *wscB* which were downregulated in *celA*Δ.

**Figure 2:**
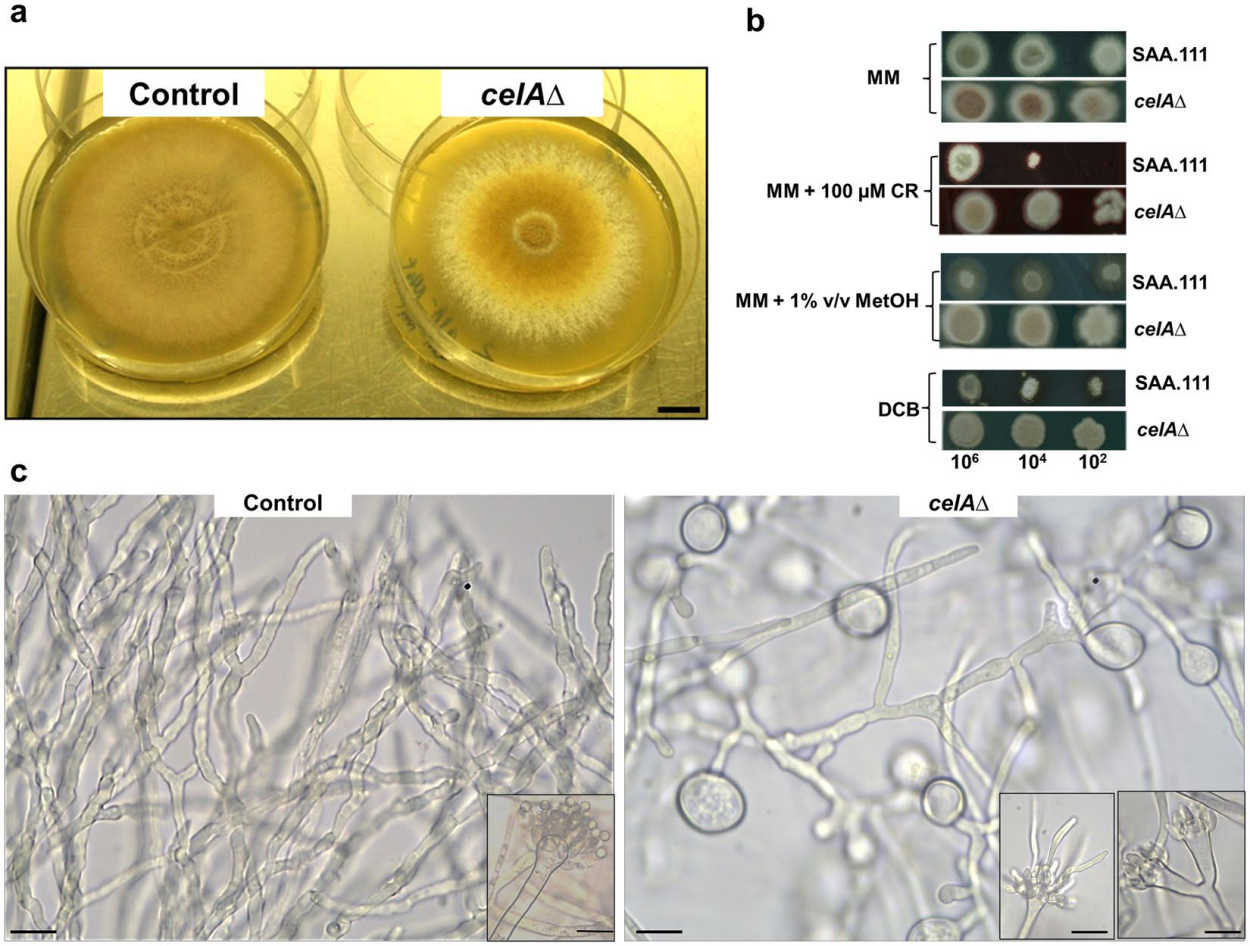
Characterization of the *celA*Δ strain. (**a**) Macrophenotype of the *celA*Δ strain on solid medium. Bar refers to 1 cm. (**b**) Sensitivity to the cell wall drugs CR and DCB. Numbers refer to spore dilutions. (**c**) Balloons along the hyphae and aberrant conidiophores in the *celA*Δ strain. Bars refer to 10 µm.

**Figure 3:**
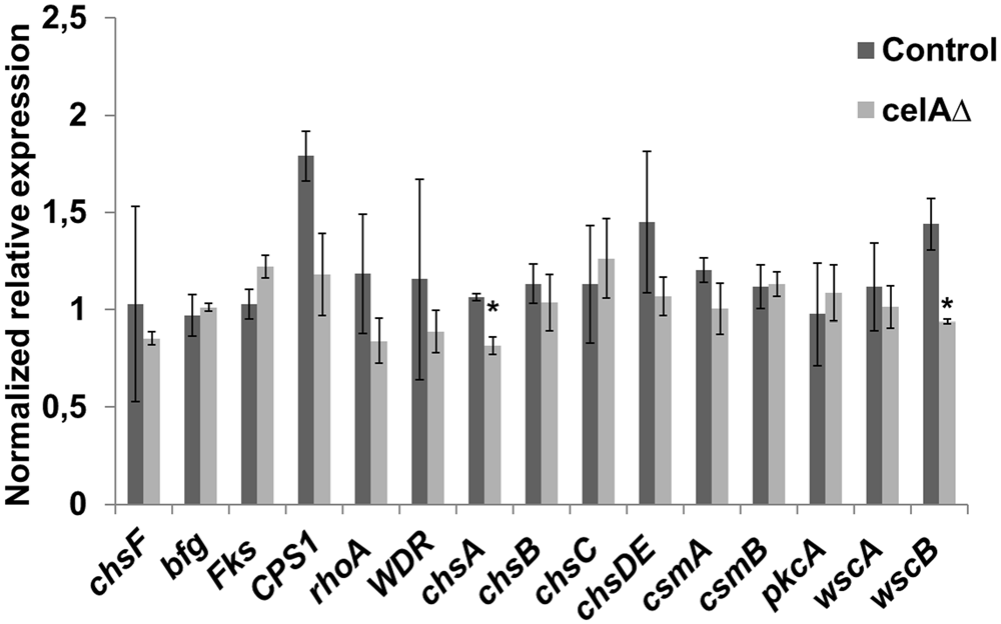
RT-qPCR analysis on a set of cell wall-related genes in the control and *celA*Δ strain. The data were normalized using *rpl3* and *CRP2*. Asterisks indicate statistically significant differences (*p* < 0.05).

### Transcriptome of *celA*Δ

Since a strong phenotype was observed and since the majority of the cell wall biosynthetic genes screened did not show dramatic changes in expression at the RT-qPCR, we decided to perform a transcriptomic analysis to uncover eventual differences in the expression of genes acting in other cellular pathways.

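For the transcriptomic analysis, RNA-Seq libraries were prepared from the mycelium of 3 cultures of the control strain SAA.111 and of 3 cultures of celAΔ. In celAΔ the celA locus is replaced by the argB marker. The paper reports a single stable transformant, so the celAΔ cultures are not independent mutants. The methods and the sample labels give 3 days of growth at 37 °C, and the results text gives 96 h for the RNA-Seq time-point. The authors trimmed the reads and mapped them to the transcriptome of A. nidulans FGSC A4 in CLC Genomics Workbench. For each library they deposited the number of reads mapped uniquely to a gene and its RPKM, in which the reads are scaled to the length of the gene and to the mapped reads of the library. They also deposited the mean RPKM of each strain and the unadjusted p-value of their test between the strains. The deposited table holds 1375 genes, with p-values of at most 0.0499 and mean RPKM values at least 2-fold apart, so the authors' selection on these same libraries had already been applied. Genes that did not pass it were not analysed here.

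The reads, gene lengths and RPKM values of the table together gave 1 mapped total per library. These totals were 3706233, 3300251 and 3607060 reads in control replicates 1, 2 and 3 (median 3607060). In celAΔ they were 4638936, 5205011 and 4176645 reads (median 4638936). Unique reads on the listed genes numbered 498729 to 551348 per control library and 911927 to 1138366 per celAΔ library. They amounted to 14.9 to 15.1% of the mapped reads in the control and to 19.7 to 21.9% in celAΔ.

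Starting from the unique reads, the strains were compared with edgeR's quasi-likelihood test, with the mapped totals as library sizes and no further scaling. The p-values were adjusted by the Benjamini-Hochberg method over the listed genes alone, and a gene was counted as changed with an adjusted p-value under 0.05 and an absolute log2 FC over 1. Since the genes had been selected on the same libraries, these adjusted p-values are not independent evidence, and no enrichment was computed. The biological coefficient of variation common to the listed genes was 46.8%. Where a strain had at most 3 reads of a gene in each of its libraries, only a lower bound on the difference is given; such limits cover counting error only. Gene order was taken from assembly ASM1142v1, in which 1372 of the listed identifiers were found and 3 were not.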

After library preparation, quantification and sequencing, we performed data filtering by setting the log_2_ FC > 1 in absolute value (see Materials and Methods). A total of 1305 genes showed statistically significant changes (Suppl. Information). 

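Of the 1375 listed genes, 642 had a higher and 733 a lower mean RPKM in celAΔ. The ratio of the means is finite for 613 of the higher and 692 of the lower genes, 1305 in total. Another 29 genes are listed at 0 in all control libraries and 41 at 0 in all celAΔ libraries. In the edgeR comparison with Benjamini-Hochberg adjustment, 1287 genes passed the threshold, 565 higher and 722 lower in celAΔ, or 93.6% of those listed. An unadjusted p-value under 0.05 was reached by 1294 genes.

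In 1365 genes the 3 libraries of celAΔ all lay on one side of the 3 control libraries (640 above, 725 below), where chance gives 10% of unselected genes. For a single gene, an exact permutation test of 3 libraries against 3 cannot give a p-value below 0.1. Among the higher genes, 62 had at most 3 reads in every control library, and among the lower genes 88 had at most 3 reads in every celAΔ library. The difference of these genes is bounded only from below. A further 25 genes had at most 3 reads in every library of both strains.

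The number of changed genes moved most with the set of genes over which p-values were adjusted. The assembly holds 10516 loci, of which 526 would reach an unadjusted p-value of 0.05 by chance. When unlisted loci were counted in the adjustment, as loci without smaller p-values, 524 genes passed the threshold, 172 higher and 352 lower. This setting was chosen after the data were seen. Treated the same way, the deposited p-values of the authors' own test fell under 0.05 after adjustment for 59 genes. As to the ranking, these are lower limits, because unlisted loci with a small p-value but a smaller change were not ranked. The spread between libraries behind edgeR's p-values was estimated from the listed genes alone. How that selection moves the 524 was not tested. With 1 library left out at a time, between 992 genes (without control replicate 2) and 1321 genes (without control replicate 3) passed, and 861 did so in all 6 fits and with all libraries.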

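The loci ANIA_07804 to ANIA_07825, annotated at both ends as sterigmatocystin genes, form a run of 22, of which 18 are listed. All 18 were higher in celAΔ, in each of the 3 celAΔ libraries than in any control library. Their log2 FC ranged from 1.20 to 3.15, with a median of 2.29, and all 18 passed the threshold (edgeR's quasi-likelihood test, highest Benjamini-Hochberg adjusted p = 0.00922). Adjusted over all loci of the assembly, 16 passed (edgeR, highest Benjamini-Hochberg adjusted p = 0.0705), and adjusted over the list alone, 18. The latter is not independent evidence because the listed genes were selected on these libraries. Scaling the libraries to the median of the listed genes moved the median log2 FC most, to 2.99.

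Within this run, the symbols aflR and stcB are paired with a locus by the deposited annotation; the other stc symbols are not. ANIA_07820, annotated as the transcription factor AflR, rose from 62.9 ± 15.8 RPKM (SD, n = 3) in the control to 266 ± 82.1 RPKM (SD, n = 3) in celAΔ. Its log2 FC was 2.08 (standard error 0.40; edgeR, Benjamini-Hochberg adjusted p = 0.00407). ANIA_07824, the P450 monooxygenase StcB, had 73.6 ± 7.51 RPKM in the control and 484 ± 95.0 RPKM in celAΔ, a log2 FC of 2.72 (standard error 0.34). ANIA_07825, the sterigmatocystin polyketide synthase, had 74.4 ± 22.6 and 598 ± 160 RPKM. The largest change of the run was that of ANIA_07804, a putative monooxygenase, with a log2 FC of 3.15.

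Of 5 loci of the F9775 cluster, 4 are listed, and all 4 were higher in celAΔ, with a median log2 FC of 2.80. The change of ANIA_07911 was 2.74 (edgeR, Benjamini-Hochberg adjusted p = 0.0206) and that of ANIA_07914 was 2.87 (adjusted p = 0.0155 from the same test); both had higher values in the 3 celAΔ libraries than in any control library. The putative polyketide synthase ANIA_07909 and the locus ANIA_07912 had adjusted p-values of 0.10 and 0.0974 (edgeR, Benjamini-Hochberg) at log2 FC of 3.18 and 1.89, and did not pass. ANIA_07909 had 1, 2 and 326 reads in control replicates 1, 2 and 3, against 1270, 1450 and 1141 in celAΔ. Without control replicate 3, ANIA_07909 and ANIA_07912 passed as well, while ANIA_07911 did not pass without control replicate 2 or celAΔ replicate 1, nor ANIA_07914 without celAΔ replicate 1. Adjusted over the list alone, 2 of the 4 passed, and adjusted over all loci of the assembly, 0, with adjusted p-values from 0.118 to 0.769 (edgeR, Benjamini-Hochberg).

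Among 15 loci of the monodictyphenone cluster, 4 are listed and all 4 passed the threshold, also when adjusted over the list alone. Adjusted over all loci of the assembly, 2 passed and ANIA_10022 and ANIA_10035 did not. ANIA_10021, annotated as a putative toxin biosynthesis regulatory protein, rose from 8.41 ± 3.43 to 33.3 ± 2.36 RPKM, with a log2 FC of 1.98. ANIA_10022 and ANIA_10035 were also higher, by a log2 FC of 1.40 and 1.56, and ANIA_10023 was lower, with a log2 FC of -2.60. ANIA_10022 did not pass without control replicate 1, control replicate 2 or celAΔ replicate 3. It also did not pass with limma on log2(RPKM + 1), with and without a trend, where its log2 FC was 0.957.

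**Figure D1:**
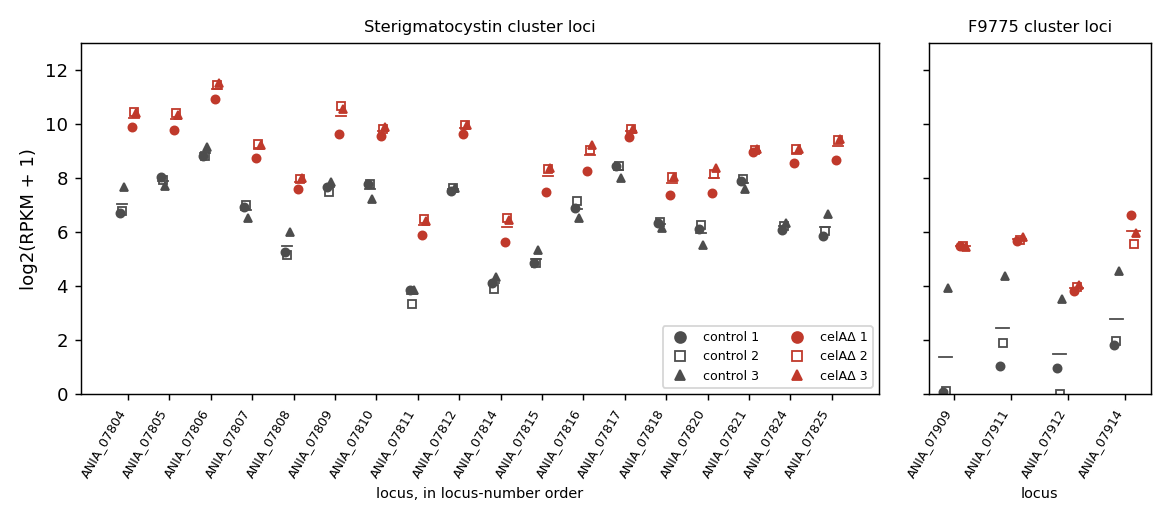
RPKM values of the listed loci of the sterigmatocystin and F9775 clusters, as log2(RPKM + 1), in each of the 3 control libraries (grey) and 3 celAΔ libraries (red); symbols give the replicate and lines the mean of the 3 libraries. All celAΔ values lie above the control values of the same locus, and in the F9775 cluster control replicate 3 lies above the other control libraries.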

The Gene Ontology term Enrichment (GOE) analysis carried out using ClueGO (in Cytoscape) with the genes upregulated in *celA*Δ (613 in total, see Suppl. Information) revealed an enrichment of functionally-related genes involved in secondary metabolite biosynthesis, such as members of the sterigmatocystin cluster (*stcL*, *stcW*, *stcV*, *stcU*, *stcS*, *stcK*, *stcJ*, *stcF*, *aflR*, *stcB*, *stcA*,), as well as genes involved in yellow-polyketide F9775A/F9775B biosynthesis (*orsA*, *orsB*, *orsC*) and monodictyphenone biosynthesis (*mdpA*, *mdpI*, *mdpH*) (Fig. 4; Suppl. Information). Additionally, two putative SM regulatory genes were also responding to the *celA*Δ deletion by up-regulation (*laeA*, *fhbB*). 

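The gene laeA, listed under its symbol and found in the assembly as ANIA_00807, had 128 ± 17.8 RPKM (SD, n = 3) in the control and 321 ± 43.4 RPKM (SD, n = 3) in celAΔ. Its unique reads numbered 465, 466 and 596 in the control libraries and 1938, 1723 and 1401 in the celAΔ libraries. The log2 FC was 1.33 (standard error 0.31; edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00745), and each celAΔ library lay above each control library. With 1 library left out at a time, it stayed between 1.21 and 1.44, and the highest adjusted p-value was 0.0375 (edgeR, Benjamini-Hochberg). laeA no longer passed when the adjustment counted all loci of the assembly (edgeR, Benjamini-Hochberg adjusted p = 0.0569, the highest of all settings tried, against a lowest of 5.31e-11 with DESeq2). The symbol fhbB is paired with no locus in the deposited table or the assembly, so no value is given for it.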

The results obtained with the GO Term Finder at the AspGD confirmed the enrichment of transcripts involved in secondary metabolic processes in *celA*Δ, with 19 genes involved in toxin biosynthesis (Suppl. Information). 

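The supplementary list of the term secondary metabolic process holds 50 names, of which 16 could be paired with a listed gene through the deposited identifiers, the annotation or the assembly. All 16 were higher in each celAΔ library than in any control library, and all 16 passed the threshold, with a highest Benjamini-Hochberg adjusted p of 0.0223 from edgeR's test. Adjusted over all loci of the assembly, 8 passed (edgeR, highest Benjamini-Hochberg adjusted p = 0.17), and adjusted over the list alone, 16; the list was drawn from these libraries and is not independent evidence. Their log2 FC ranged from 1.08 to 5.43. The median was 2.55, or 2.51 with 1 gene, whose control libraries hold at most 3 reads each, set at its lower bound. The largest change belonged to ANIA_04933, a putative transcription factor chosen here after its values were seen. It had 10.8 ± 6.52 RPKM (SD, n = 3) in the control and 469 ± 56.4 RPKM (SD, n = 3) in celAΔ, with 18, 37 and 68 reads in the control libraries. Another 34 names of the list could not be paired and have no value here. From its own results, the paper proposes a link between the increased expression of secondary metabolism genes and the sensing of a stress. In that proposal, the deletion of celA causes or mimics the stress.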

The targeted gene expression analysis via RT-qPCR performed on secondary metabolism-related genes (involved in sterigmatocystin, yellow-polyketide F9775A/F9775B and monodictyphenone biosynthesis) confirmed upregulation in *celA*Δ (Fig. 5). Notably, the analysis with the GO Term Finder highlighted a downregulation of genes involved in organonitrogen compound catabolic process: 20 of the identified genes belong to the cellular amino acid catabolic process (Suppl. Information). These data show that, in a manner analogous to what proven in *A. fumigatus* ^11^, an alteration of the cell wall status has an effect on primary metabolism (the primary metabolism is affected with consequent lower abundance of amino acids). Such a phenomenon may be operating in the *celA* mutant, where a stress response is unleashed as a consequence of *celA* deletion and therefore a downregulation of genes belonging to the amino acid biosynthetic process is observed.

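Of the 20 names that the supplementary list gives for the cellular amino acid catabolic process, 15 could be paired with a listed gene. All 15 had fewer reads per mapped read in each celAΔ library than in any control library, and all 15 passed the threshold (edgeR's quasi-likelihood test, highest Benjamini-Hochberg adjusted p = 0.0112). Adjusted over all loci of the assembly, 8 passed (edgeR, highest Benjamini-Hochberg adjusted p = 0.0858). The count adjusted over the list alone was 15, with the same limit as for other lists drawn from these libraries. The log2 FC ranged from -4.86 to -1.01, with a median of -1.93. Scaling the libraries to the median of the listed genes moved it most, to -1.20. ANIA_01733, a delta-1-pyrroline-5-carboxylate dehydrogenase, had 170 ± 53.7 RPKM (SD, n = 3) in the control and 41.2 ± 10.2 RPKM (SD, n = 3) in celAΔ. Its log2 FC was -2.04 (standard error 0.39; edgeR, Benjamini-Hochberg adjusted p = 0.00417). ANIA_02248, a 4-aminobutyrate aminotransferase, had 136 ± 58.0 RPKM in the control and 35.5 ± 7.50 RPKM in celAΔ, with 378 reads in control replicate 3 against 875 and 887 in the other control libraries. Control and celAΔ also differ in argB, a gene of arginine synthesis, and no library carries the marker without the deletion.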

**Figure 4:**
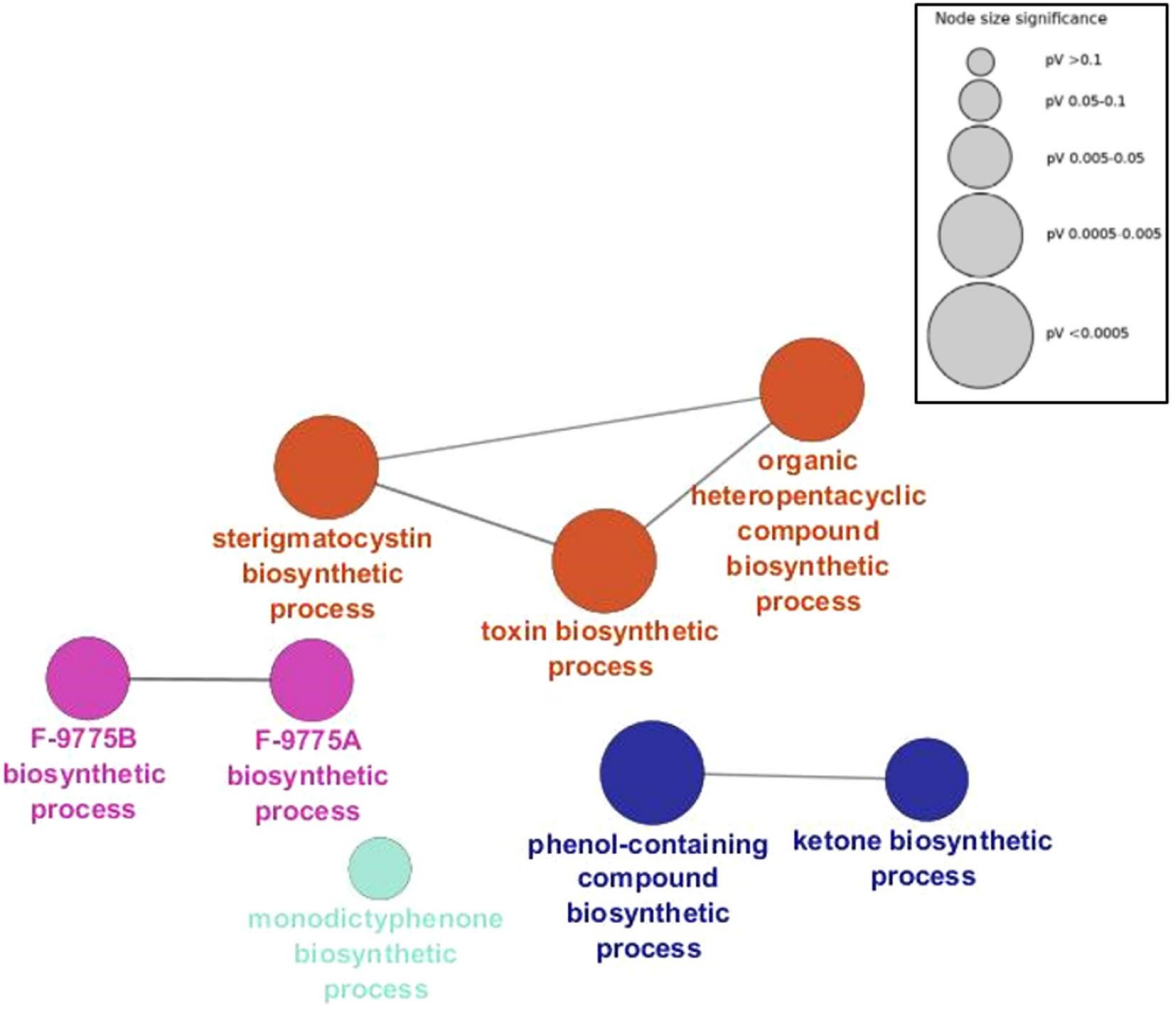
Gene Ontology Enrichment (GOE) analysis of the genes upregulated in *celA*Δ. Gene Ontology (GO) terms sharing similar associated genes are connected with a line. The circle sizes represent different *p*-values (inset).

**Figure 5:**
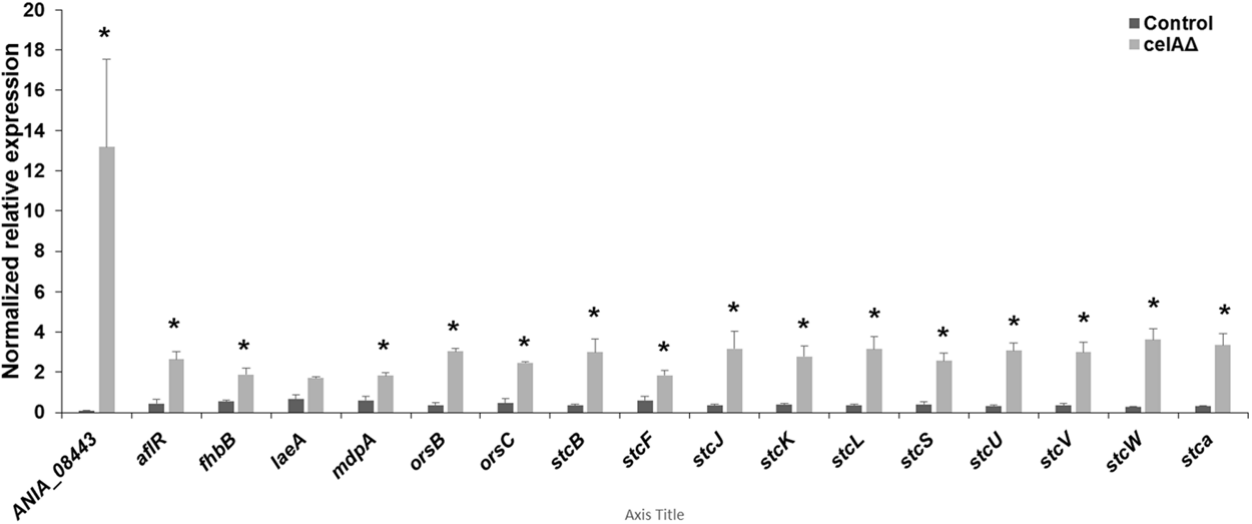
RT-qPCR analysis on ANIA_08443 and a set of secondary metabolism-related genes in the control and *celA*Δ strain. The data were normalized using *rpl3* and *CRP2*. Asterisks indicate statistically significant differences (*p* < 0.05).

High-resolution imaging using scanning electron microscopy (SEM) highlighted a higher number of conidia and conidiophores in *celA*Δ (Fig. 6). In this respect, it should be noted that in the RNA-Seq dataset four conidiation-related genes with increased expression in the mutant are present (Suppl. Information). These genes are: ANIA_05086 (log_2_FC*celA*Δ/ctrl = 3.246), ANIA_10628 (log_2_FC*celA*Δ/ctrl = 3.236), ANIA_05015 (log_2_FC*celA*Δ/ctrl = 2.509), *flbD* (log_2_FC*celA*Δ/ctrl = 1.502). 

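The annotations in the deposited table describe ANIA_05086 as a conidium-specific protein, ANIA_10628 as similar to a SpoC protein, ANIA_05015 as a conidiation-specific protein and flbD as a Myb-like transcription factor of conidiophore development. Each gene had more reads per mapped read in the 3 celAΔ libraries than in any control library, and the control libraries differed among themselves. ANIA_05086 had 24.1 ± 29.2 RPKM (SD, n = 3) in the control and 229 ± 80.8 RPKM (SD, n = 3) in celAΔ, a log2 FC of 3.24 (standard error 0.88; edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0117). It passed the threshold, but not with adjustment over all loci of the assembly (edgeR, Benjamini-Hochberg adjusted p = 0.0895). Its log2 FC stayed between 2.77 and 4.97 with 1 library left out at a time, the highest without control replicate 3.

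In the main edgeR fit, the other genes did not pass with all libraries. ANIA_10628 had 2, 0 and 431 reads in control replicates 1, 2 and 3 and 796, 2388 and 2089 in celAΔ (log2 FC 3.23, standard error 1.89; edgeR, Benjamini-Hochberg adjusted p = 0.13). ANIA_05015 had 2, 1 and 847 reads in the control and 1303, 2244 and 2630 in celAΔ (log2 FC 2.51, standard error 1.89; edgeR, Benjamini-Hochberg adjusted p = 0.224). flbD had 116, 94 and 541 reads in the control and 1025, 898 and 838 in celAΔ (log2 FC 1.50, standard error 0.67; edgeR, Benjamini-Hochberg adjusted p = 0.0595). These values depend on control replicate 3. Without it, all 3 genes passed the threshold, and the log2 FC of flbD was 2.73, while ANIA_10628 and ANIA_05015 were left with at most 3 reads in each control library. With all libraries, all 3 genes also passed under limma voom and with the replicate number as a block, so the choice of model matters as well. With limma on log2(RPKM + 1) and all libraries, their Benjamini-Hochberg adjusted p-values were 0.0123, 0.0196 and 0.0186. Over all settings tried they ranged from 1.1e-05 to 0.997 for ANIA_10628, from 2.97e-06 to 1 for ANIA_05015 and from 6.78e-06 to 0.455 for flbD (edgeR, Benjamini-Hochberg). The lowest came from leaving out control replicate 3 and the highest from adjustment over all loci of the assembly.

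**Figure D2:**
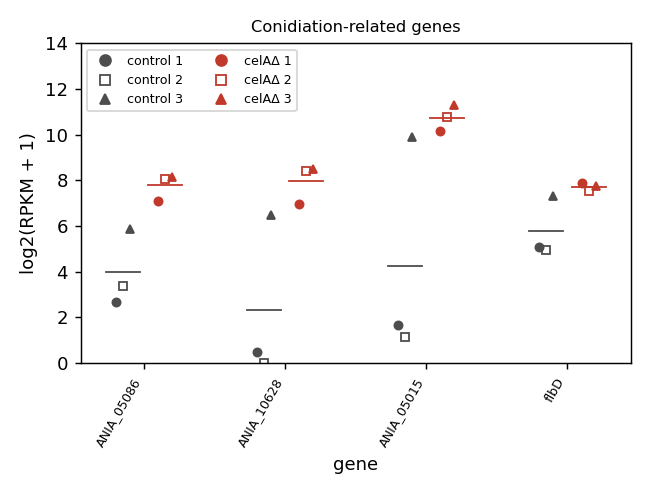
RPKM values of ANIA_05086, ANIA_10628, ANIA_05015 and flbD, as log2(RPKM + 1), in each of the 3 control libraries (grey) and 3 celAΔ libraries (red); symbols give the replicate and lines the mean of the 3 libraries. Control replicate 3 lies between the other control libraries and celAΔ for each gene.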

Interestingly, *flbD* is a member of the fluffy genes required to activate *brlA* and some fluffy mutants are known to display failure to produce sterigmatocystin^12^. The higher expression of the Myb transcription factor *flbD* may explain the higher conidiation observed in the mutant, however this is probably not related to the higher sterigmatocystin biosynthesis-related genes, since it was reported that *flbD* overexpression did not trigger an increase in *stc* transcripts^13^. Some secondary metabolites were quantified using LC-MS/MS at different time-points (24 h–72 h–96 h) and the analysis showed an increase in sterigmatocystin, seco-strigmatocystin, austinol and dehydroaustinol in *celA*Δ which was the strongest at 96 h (the RNA-Seq time-point) (Fig. 7).

**Figure 6:**
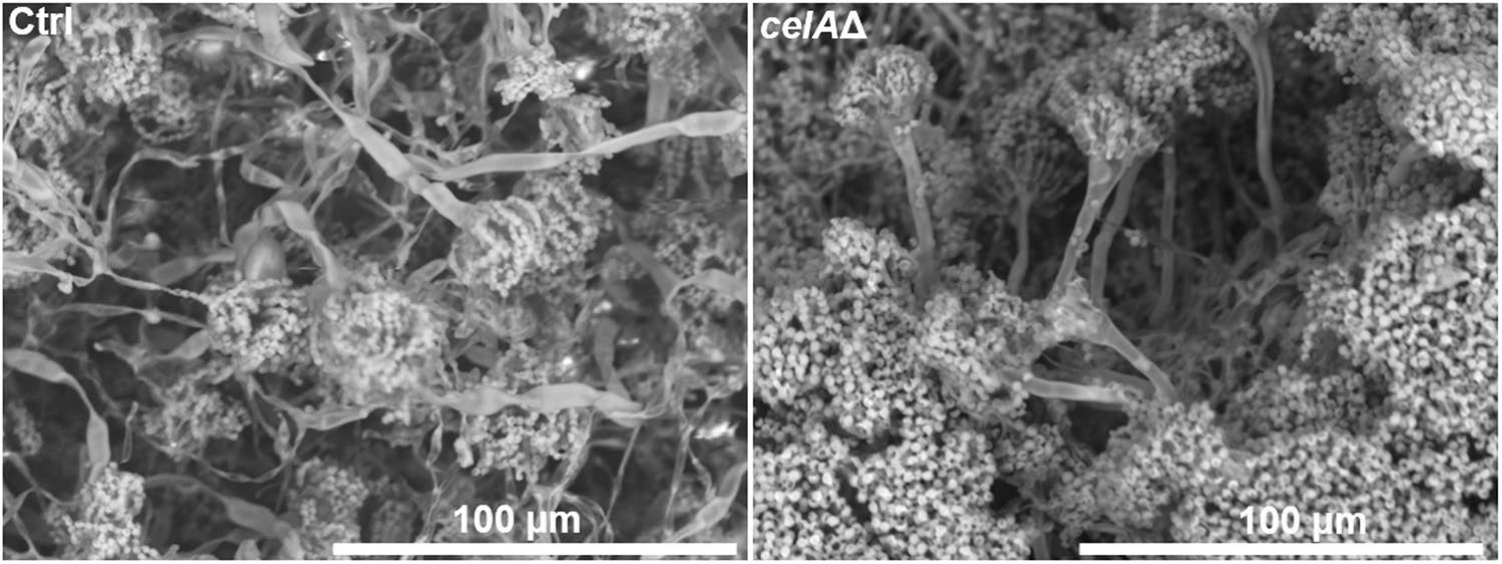
Scanning electron microscope pictures of the control (SAA.111) and *celA*Δ. The deleted strain forms more conidiophores and conidia than the control (the cultures are 4 days old).

**Figure 7:**
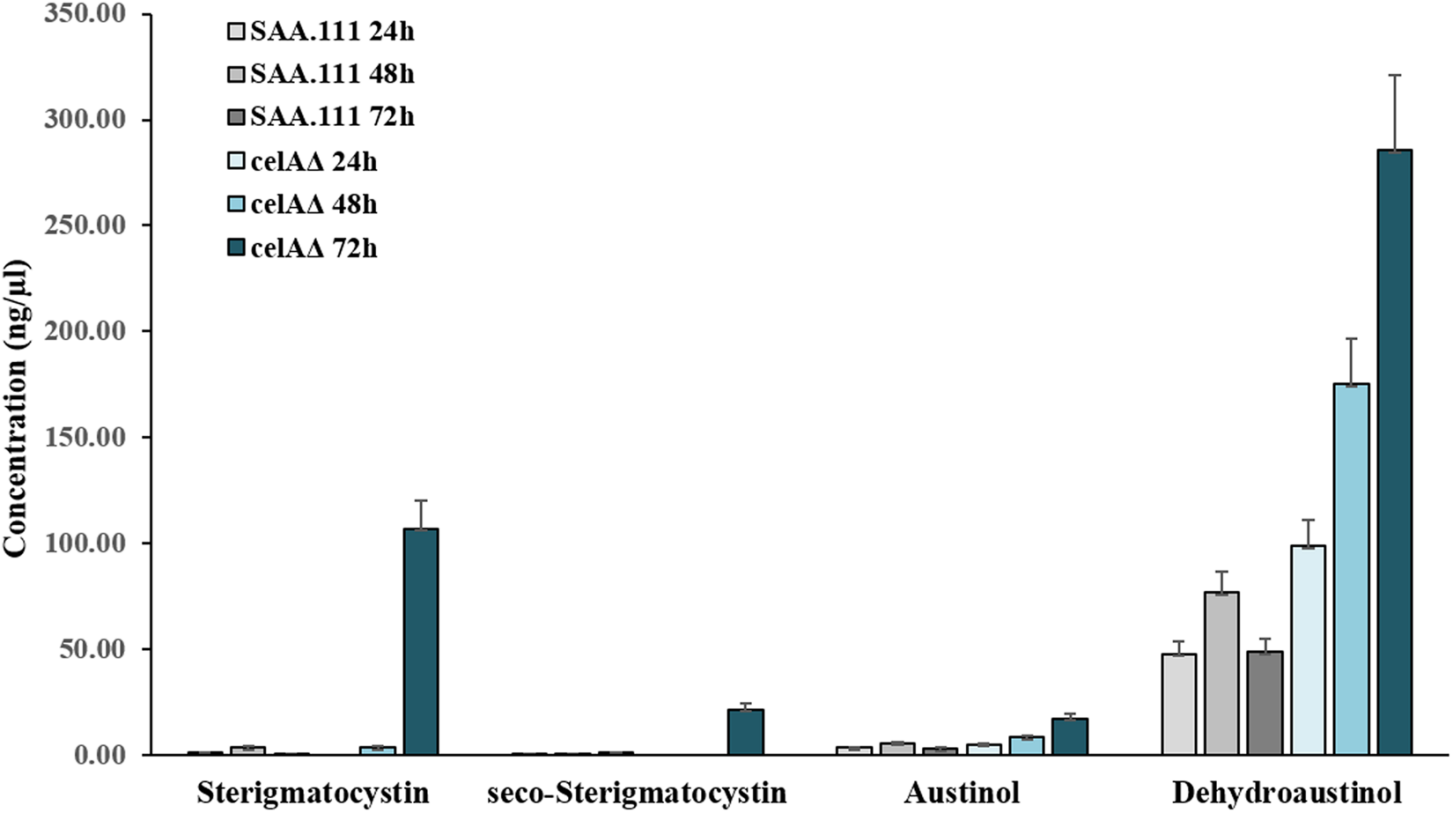
Quantification of some secondary metabolites in the control and *celA*Δ strain.

In the light of the observed results, it is here proposed that the increased expression (and production) of secondary metabolites is linked to the sensing of a stress caused or mimicked by the deletion of the gene *celA*.

Under laboratory conditions, many fungal SM gene clusters are cryptic and remain dormant based on a chromatin silencing and inactive signaling pathway^14^. They are instead active when the organism is subjected to specific nutritional conditions and/or environmental constraints^15, 16^ and enable the colonization of specific natural niches. Manipulations of growth composition can also trigger increased SM biosynthesis, as recently shown with ionic liquids in *A. nidulans* ^17^. Therefore, the increased expression in SM biosynthetic genes likely reveals a stress status, probably generated by the altered cell wall in *celA*∆. It should be noted that the deleted strain shows increased resistance to cell wall drugs (Fig. 2b): this is not unexpected, since in the literature it has for instance been shown that, in *A. fumigatus*, deletion of *dvrA*, a transcription factor partaking in cell wall integrity signaling, triggers increased resistance to Nikkomycin Z^18^. The phenotypes observed, as well as the altered cell wall drug sensitivity, support the hypothesis of a role of *celA* in a cell wall-related process.

Interestingly, previous studies in the literature on another model fungus, *Hypocrea jecorina*, have shown that a compromised cell wall has consequences on cellulase production: the mutant *Δtmk2* shows increased cellulase production^19, 20^, a feature most likely triggered to favor the growth of a damaged fungal cell, in a manner analogous to what is observed in the *Δtmk3* mutant under solid-state growth^19^. Cellulases (as well as other secreted enzymes) may help form a protein layer functioning as an osmotic stabilizer for fungal cells with damaged cell walls^19^. It is thus already reported in the literature that alterations in the cell wall influence complex cellular processes, namely the production and secretion of cellulases.

In our dataset, the second gene showing the highest expression in *celA*Δ with respect to the isogenic wild type is ANIA_08443, a gene with no known function. This gene shows a log_2_ FC increase in expression of 8.74 (which means it is expressed ca. 429 times more in *celA*Δ than the control). 

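ANIA_08443 had 8, 7 and 11 unique reads in the control libraries and 2619, 6485 and 5560 in the celAΔ libraries. This corresponds to 2.02 ± 0.435 RPKM (SD, n = 3) in the control and 866 ± 348 RPKM (SD, n = 3) in celAΔ, a ratio of the means of 428.7. The log2 FC was 8.72 (standard error 0.59; edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000428). It stayed between 8.51 and 9.02 with 1 library left out at a time. The difference is larger than the spread between the libraries of either strain, and all its reads were unique to the gene (100%). Among genes with a finite ratio of the means, it ranked 2 after argB, and by fitted log2 FC it ranked 3. Between argB and ANIA_08443 by that measure stood ANIA_03966, which has 0 reads in every control library and is at least 57.1-fold higher in celAΔ. That bound does not place ANIA_03966 above ANIA_08443, so the order of these genes is not decided. By its mean RPKM in celAΔ, ANIA_08443 ranked 54 of the listed genes.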

The targeted RT-qPCR analysis confirms upregulation of ANIA_08443 in *celA*Δ (Fig. 5). It should be noted that this gene is adjacent to the *celA* locus and up-regulation could be a coincidental consequence of marker gene insertion at the place of the *celA* gene. However, the BLASTP analysis indicates that the corresponding protein has a DUF3431 domain and predicted to possess a transmembrane region (prediction made with TMHMM v2.0 http://www.cbs.dtu.dk/services/TMHMM/ and Phobius http://phobius.sbc.su.se/) and to expose a large portion including the C-terminus to the cell’s exterior (Suppl. Information; residues 27–384 according to TMHMM and 37–384 according to Phobius). Therefore, we cannot exclude that this protein may represent a sensor of the cell wall status. 

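In assembly ASM1142v1, ANIA_08443 precedes celA and ANIA_11083, a conserved hypothetical protein, follows it. ANIA_11083 was also higher in celAΔ, with 72, 68 and 86 unique reads in the control libraries and 6980, 15066 and 11069 in the celAΔ libraries. Its level rose from 129 ± 13.9 RPKM (SD, n = 3) in the control to 14241 ± 4497 RPKM (SD, n = 3) in celAΔ. The log2 FC was 6.78 (standard error 0.49; edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000504). Among the 10 loci on each side of celA, 3 are listed. The third is ANIA_08449, the sixth locus beyond celA on the side of ANIA_11083, with a log2 FC of 3.45 that did not pass the threshold (edgeR, Benjamini-Hochberg adjusted p = 0.0553). All celAΔ values of ANIA_08449 lay above the control values, and it passed without control replicate 3, the only control library with reads of it (74 reads). With all libraries it also passed under limma on log2(RPKM + 1) and log2(RPKM + 0.1), limma voom and the replicate number as a block. It did not pass in the other settings tried with all libraries, among them DESeq2 and adjustment over all loci of the assembly. The other 17 loci of this stretch are not listed, so their levels were not analysed here. Among the locus numbers from ANIA_08434 to ANIA_08454, a list that does not hold ANIA_11083, 4 are listed, namely celA, ANIA_08443, ANIA_08449 and ANIA_08454. The last, a copper amine oxidase that lies beyond the 10 loci next to celA, was lower in all 3 celAΔ libraries, with a log2 FC of -2.17 (standard error 0.42; edgeR, Benjamini-Hochberg adjusted p = 0.0043). The marker argB itself rose from 0.795 ± 0.291 RPKM (SD, n = 3) to 2090 ± 540 RPKM (SD, n = 3), a log2 FC of 11.32 (standard error 0.63; edgeR, Benjamini-Hochberg adjusted p = 0.00022).

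**Figure D3:**
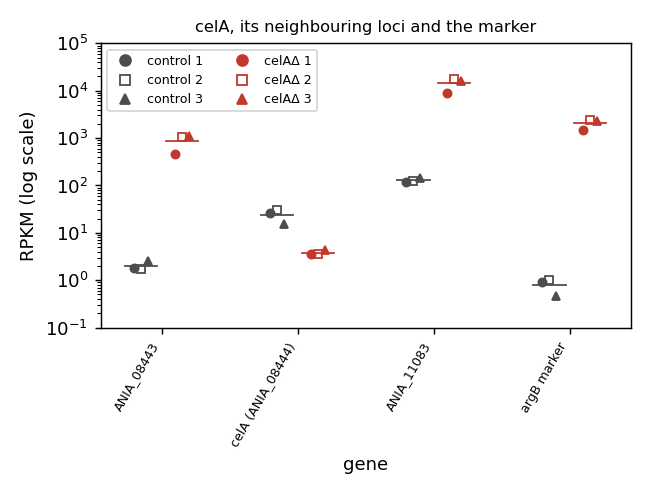
RPKM of celA, of its neighbours ANIA_08443 and ANIA_11083 and of the argB marker on a logarithmic axis, in each of the 3 control libraries (grey) and 3 celAΔ libraries (red); symbols give the replicate and lines the mean of the 3 libraries. celA is lower and the other genes are higher in every celAΔ library than in any control library.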

More specifically, this uncharacterized protein may represent a potential candidate involved in cell wall status sensing and signal transduction to the cell’s interior. Its role in signal transduction and activation of SM biosynthetic gene clusters awaits validation via functional studies, nevertheless the results shown pave the way to future studies on *celA*, as well as on the link between cell wall alterations and SM production in *A. nidulans*. In this respect we believe important to mention that a DUF3431 protein was shown to be upregulated upon salt stress in the halotolerant fungus *A. glaucus* ^21^ and to confer increased stress tolerance when expressed heterologously in *Arabidopsis* plants.

Future functional studies should provide evidence for an implication of this gene in cell wall status sensing and SM production in *A. nidulans*.

## Materials and Methods

### Deletion of ***celA*** in *A. nidulans*

The strain used in this study is SAA.111 (genotype *veA1; biA1;* Δ*argB:: trpC; riboB2; pyroA4; wA3*)^22^. Gene replacement of ANIA_08444 was performed with the double joint-PCR (DJ-PCR)^23^: the cassette containing the selectable marker *argB* (ANIA_04409) was inserted to replace the entire locus ANIA_08444. The *argB* gene was amplified from plasmid pMS12^24^. Transformation was carried out as described previously^22^.

The primers used for the DJ-PCR are indicated in Suppl. Information.

PCRs to create the replacement cassette were performed with the Phusion High-Fidelity PCR Master Mix, according to the manufacturer’s instructions. Optimal annealing temperatures were computed with the NEB Tm calculator v1.9.4 (http://tmcalculator.neb.com/#!/).

Deletion was checked via Southern blotting, which provided clear evidence of deletion (Suppl. Figure 1a), however RNA-Seq, due to its high sensitivity, detected very low background expression levels of *celA* (average 3.8 RPKM). This expression level was however negligible and probably due to contaminating residual heterokaryons; it was not relevant to the further characterization of *celA*∆, whose phenotype is reminiscent of already characterized cell wall mutants^7^. 

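celA (ANIA_08444) had 198, 197 and 111 unique reads in the control libraries and 33, 38 and 36 in the celAΔ libraries. The means were 23.9 ± 7.58 RPKM (SD, n = 3) in the control and 3.83 ± 0.409 RPKM (SD, n = 3) in celAΔ. In the latter, a single library with 3 reads of celA would have 0.287 to 0.358 RPKM, so the reads left are above that limit in each library. The level in celAΔ was 16.0% of the mean of the control, from 14.8 to 18.0% in the single libraries. The log2 FC was -2.64 (standard error 0.35; edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00156), and stayed between -2.88 and -2.45 with 1 library left out at a time. All reads counted on celA were unique to it. The deposited values do not show which part of the locus the reads cover.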

Southern blotting (DNA cut with *EcoRI* and DIG-labelled probe amplified with primers celA Upstream Fwd and celA Downstream Rev), diagnostic PCR on genomic DNA (gDNA) and RT-qPCR were performed as described previously^25^. Diagnostic PCRs using gDNA were performed with the Q5 Hot-Start High-Fidelity Master Mix, using the primers celA nested Fwd and celA nested Rev (Suppl. Information); the annealing temperature was set at 64 °C with an extension of 3 minutes and a total of 30 amplification cycles on a Veriti Thermal Cycler. The primers of the reference genes *rpl37*, *rpl3*, *CRP2* and actin used for the RT-qPCR have been previously reported^24^. The RT-qPCR primers used to amplify the additional reference gene *H2B*, as well as those relative to the secondary metabolism genes are in Suppl. Information. Optical microscopy and growth test in the presence of cell wall drugs were performed as previously described^26^.

### RT-qPCR, RNA-Seq and bioinformatics

Libraries were prepared from 3 µg of total RNA extracted from the mycelium after 3 days of growth at 37 °C with the SMARTer Stranded RNA-Seq kit (Clontech). The isolation of mRNAs was performed using the Illumina beads and the TruSeq protocol (Illumina), as previously described^27^. The synthesis of cDNA and shearing were performed with ten ng of mRNA, according to the manufacturer’s instruction. The enrichment step was carried out using 14 cycles of PCR. The libraries were then checked using a 2100 Bioanalyzer (DNA High sensitivity Kit) to estimate the average fragment size. Library quantification was performed using the KAPA library quantification kit (KAPA Biosystems) and a ViiA7 Real-Time PCR System (Life technologies). The pooled libraries (at a concentration of 20 pM) were sequenced on an Illumina MiSeq (MiSeq reagent kit V3, 150 cycles) generating 76 base pairs paired-end reads. Raw sequences have been deposited at the NCBI Gene Expression Omnibus (GEO), http://www.ncbi.nlm.nih.gov/geo, under the accession number GSE94110 (link to access the data https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token = qnojukmmnzifxqv&acc = GSE94110).

Raw FASTA files were imported in CLC Genomics Workbench 9.0.1. Sequences were filtered and trimmed according to the following criteria: sequence length > 35 base pairs (bp), sequence quality score < 0.01, no ambiguity in the sequence, trimming using Illumina adaptors, hard trim of 8 bp at the 5′ end and 2 bp at the 3′ end, resulting in a longest length of 64 bp. For each library, the mapping against the *A. nidulans* FGSC A4 transcriptome (downloaded at the http://www.aspergillusgenome.org/download/sequence/A_nidulans_FGSC_A4/current/) was performed with the following settings: a maximum hit per reads of 3, similarity fraction = 0.9, a length fraction = 0.9, a mismatch, insertion and deletion cost of 3 (stringent mapping). The expression values were then calculated using the RPKM method^28^. In order to highlight the differentially expressed genes, a t-test with 2 groups (control and *celA*∆, each composed of three biological replicates) was performed. Only genes with a *p-*value below 0.05 were selected. A cut-off threshold was also applied to the fold change (log_2_ FC absolute value > 1).

The GOE analysis was carried out using loci with log_2_ FC > 1 (i.e. overexpressed in *celA*∆) using ClueGO (v2.3.2)^29^ within Cytoscape (v3.4.1) with the following parameters: gene ontology from level 3 to level 8, kappa score set at 0.6, *p*-value < 0.05, enrichment analysis with a Benjamini-Hochberg correction. The GO analysis was also carried out using the GO Term Finder at the AspGD (http://www.aspergillusgenome.org/cgi-bin/GO/goTermFinder).

Full-length protein sequences (accessions indicated in the tree) were aligned with ClustalOmega (http://www.ebi.ac.uk/Tools/msa/clustalo) and the alignment was submitted to PHYML (http://www.phylogeny.fr). The tree was visualized with iTOL-Interactive Tree Of Life (http://itol.embl.de/).

### SEM and metabolite profiling by LC-MS/MS

The analysis at the SEM was carried out as previously described^26^. LC-MS/MS screening of target fungal metabolites was performed with a QTrap 5500 LC-MS/MS System (Applied Biosystems, Foster City, CA) equipped with a TurboIonSpray electrospray ionization (ESI) source and an 1290 Series HPLC System (Agilent, Waldbronn, Germany). Chromatographic separation was performed at 25 °C on a Gemini^®^ C18-column, 150 × 4.6 mm i.d., 5 µm particle size, equipped with a C18 4 × 3 mm i.d. security guard cartridge (all from Phenomenex, Torrance, CA, US). The chromatographic method, as well as the chromatographic and mass spectrometric parameters, have been previously described^30^, but the method has in the meantime been expanded to cover 650 metabolites (manuscript in preparation).

## Electronic supplementary material

Supplementary Figure 1

Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

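RNA-Seq libraries of the A. nidulans control strain SAA.111 and of celAΔ, 3 of each, were analysed. The authors made them from mycelium grown for 3 days at 37 °C, trimmed and filtered the reads and mapped them with CLC Genomics Workbench to the FGSC A4 transcriptome, allowing a limited number of hits per read. The values that the authors deposited are, per gene and library, unique gene reads, which are counts without normalization, and RPKM, for which the reads of the gene, multiple hits included, were divided by gene length and by the mapped reads of the library. The authors also deposited the mean RPKM of each strain and an unadjusted p-value from their test of RPKM between the strains. The deposited table also gives gene length and an annotation.

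The table was checked before any model was fitted. The deposited p-values were recomputed from the RPKM values and differed by at most 5.4e-10. All 1375 genes have a p-value of at most 0.0499 and a change of at least 2-fold between the means, so the table holds only genes that passed the authors' selection. For that reason no enrichment, set test or background was computed, and adjusted p-values cover the listed genes only. From reads, gene length and RPKM, a mapped total was derived for every library, and at least 99.07% of genes in each library lay within 1 read of it. The totals, from 3300251 to 5205011 reads, equal those in the supplementary sheet of mapped reads, where the names of control replicate 2 and celAΔ replicate 2 stand in each other's place. Unique reads on listed genes ranged from 498729 to 1138366 per library. In 18 genes under 99% of the reads were unique.

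The design, written before the deposited table was seen, named limma on log2(RPKM + 1) as the main test. Its premise was that only RPKM would be at hand. The paper's Suppl. Information had been read by then. The patterns at the end of chromosome I and in the mapped totals were first seen there. As the table also holds counts, edgeR's quasi-likelihood test on the counts became the main test before any model was fitted, and limma as designed is given as an alternative. The fit used edgeR 4.0.16 in R 4.3.3 with 2 groups of 3 libraries, the mapped totals as library sizes, no normalization factors and a prior count of 0.125. Tests were two-sided. The threshold was a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 FC over 1. Standard errors of log2 FC were taken as the absolute log2 FC over the square root of the F statistic. The precision that depth gives was treated through counts. With at most 3 reads in every library of a strain, the change is given as a lower bound against 3 reads per library, and no fold is given where both strains are at that limit. For comparison of single values the smallest exact p-value is 0.1.

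The tests were also run on simulated data with the library sizes of the study and 200 changed genes among 1375. With 3 libraries per group, edgeR found 111 of them with 3 false calls and limma on RPKM found 45 with 0. For limma voom the numbers were 82 with 2 false calls, and for DESeq2 135 with 10. The control and celAΔ replicates of the same number were not paired in the methods; after removal of each strain's mean, their correlation across genes was 0.192, -0.189 and 0.161.

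Alternatives were limma 3.58.1 on log2(RPKM + 1) with and without a trend and on log2(RPKM + 0.1), limma voom on the counts, scaling to the median of the listed genes between libraries, the replicate number as a block, a mean RPKM of at least 1 (1308 genes), and each library left out in turn. TMM factors in edgeR, DESeq2 1.42.0 with its own size factors, and adjustment over all 10516 loci of the assembly were added after the data were seen. Tables were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9.

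Gene order and symbols came from assembly ASM1142v1, and no coordinates were used, because the study mapped to another annotation. Of the identifiers, 1372 were matched. Cluster loci and the 10 locus numbers on each side of celA were fixed before the table was seen. Locus numbers are not gene order, and the loci next to celA were afterwards also taken from the order in the assembly; the secondary metabolic process and cellular amino acid catabolic process lists come from the paper's Suppl. Information, and their names were paired with listed genes where identifier, symbol or annotation allowed. Genes named in the text are those the paper names in its results or in Fig. 5, celA, argB and the loci next to celA, the 5 highest and 5 lowest log2 FC past the threshold with non-overlapping groups, members of the cluster lists and the alcohol-utilisation loci. ANIA_01733 and ANIA_02248 fall outside these rules and were named as examples from the amino acid catabolism list. Other genes are marked as chosen after their values were seen. RT-qPCR, metabolite and microscopy data were not used here, nor were the reads themselves.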

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

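The tests in this part were chosen after the results were seen. Each gene here had a signal in celAΔ above its level in the control libraries and is not discussed by the paper. With 3 libraries per strain, single libraries were not tested for being far from the others of their strain.

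ANIA_03966, ANIA_11037 and ANIA_00341 had 0 reads in all 3 control libraries. Their mean RPKM in celAΔ was 71.9, 6.10 and 11.8. In reads, the celAΔ libraries had 121, 317 and 245 for ANIA_03966, 42, 42 and 31 for ANIA_11037, and 24, 33 and 23 for ANIA_00341. Set against 3 reads per control library, the genes are at least 57.1-fold, 9.6-fold and 6.7-fold higher in celAΔ. Lower depth of the control libraries is argued against: at the celAΔ level, a control library would have had at least 18.7 reads of ANIA_00341, and the controls together 515.3, 86.8 and 60.2 reads of the 3 genes. Reads shared with other genes are also argued against, since 100% of the reads on these genes were unique. A change of expression with the deletion or with the argB marker remains open. So does another change carried by the single transformant from which all celAΔ libraries come. The design does not separate these sources.

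ANIA_11083, the locus after celA, had a mean RPKM of 14241 in celAΔ against 129 in the control. The paper discusses only ANIA_08443, on the other side of celA. Reads shared with other genes are argued against as the source of the rise of both neighbours, with 100% of their reads unique. Insertion of the argB cassette could have raised them: 3 loci are listed among the 10 on each side of celA, the nearest on each side included, and ANIA_08454, just beyond them, was lower (log2 FC -2.17). Every celAΔ library carries both the cassette and the deletion, so insertion and loss of celA cannot be told apart as the source for these loci. The unlisted loci have no value here that would show how far such an effect reaches.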

How the results depend on the processing

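TMM factors, DESeq2 and adjustment over all loci of the assembly were chosen after the data were seen. The other alternatives and the thresholds were chosen before the deposited table was examined, but after the paper's Suppl. Information had been read. The counts of 642 higher and 733 lower genes under the paper's rule, with or without Benjamini-Hochberg adjustment over the listed genes, are fixed by how the table was made.

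With adjustment over all 10516 loci of the assembly, the number of genes higher in celAΔ, 565 in edgeR's test over listed genes, was 172 with edgeR, 251 with limma and 26 with the paper's test. The number lower, 722, was 352, 381 and 33. More genes in the adjustment make each adjusted p-value larger by construction.

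Scaling to the median of the listed genes left 338 lower genes, and DESeq2's size factors 346; 902 of 932 and 907 of 959 genes past the threshold were shared with the 1287. Of the genes that passed, 63.7% and 63.9% were higher, against 43.9%. Both scalings take most listed genes as unchanged, although each was listed for a change of at least 2-fold, and they moved the median log2 FC of all listed genes from -1.04 to -0.345 and -0.356. The median log2 FC of the sterigmatocystin run was 2.99 under both (2.29 with mapped totals), that of the monodictyphenone loci 2.15 and 2.16 (1.48), and that of the amino acid catabolism list -1.20 and -1.21 (-1.93). The secondary metabolism list stood at 3.29 with DESeq2 (2.55). celA in celAΔ was 26.4% of the control with the scaling between libraries (16.0%). These shifts follow from the scaling factors, and no list changed direction.

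With limma on log2(RPKM + 1), with and without a trend, the median of the monodictyphenone loci was 1.08 and that of the alcohol-utilisation loci -4.47 (-7.53 in edgeR, or -4.72 with 1 locus at its bound). The cause was not tested. A pseudocount of 1 weighs most on values near 0.

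With 1 library left out at a time, 372 to 624 genes were higher, with 387, 372 and 624 without control replicates 1, 2 and 3. The median log2 FC of the F9775 loci was 2.32 to 4.77, of the monodictyphenone loci 1.23 to 1.81 and of the conidiation genes 2.29 to 7.45. The highest value in each case came without control replicate 3. Without it, ANIA_10628, ANIA_05015, ANIA_07909 and ANIA_08449 have at most 3 reads in each remaining control library, so 7.45 and 4.77 are medians of fitted values and no bounds.

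With the replicate number as a block, 600 genes were higher and 658 lower, 1258 in total and 1188 of them shared with the 1287; the replicate numbers gave no sign of pairing, with correlations of 0.192, -0.189 and 0.161 between same-numbered libraries. The remaining counts, 1219 with a mean RPKM of at least 1, 1261 with TMM factors, 1344 with limma voom, 1348 with limma on log2(RPKM + 0.1) and 1235 with limma on log2(RPKM + 1), lie within 1.5 times 1287.

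For 43 genes named in the text, no setting reversed a direction. Outside the fits with a library left out, 421 comparisons kept the call, 32 gained it and 20 lost it; with a library left out, these numbers were 235, 6 and 17. Gains belonged to flbD, ANIA_10628, ANIA_05015, ANIA_07909, ANIA_07912 and ANIA_08449, all with most of their control reads in control replicate 3. Losses belonged to laeA, ANIA_05086, ANIA_07911, ANIA_07914, ANIA_10022, ANIA_10035, ANIA_09253, ANIA_08977 and otaA.

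All 1287 genes rest on 3 libraries per strain. In the simulated data, with 200 changed genes among 1375, edgeR found 55.5% of them at that size. The listed genes were all selected for a change, so this share does not carry over to them. A gene that did not pass is not shown to be unchanged. For 62 higher and 88 lower genes the depth allows only a lower bound.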

Differences from the paper's values

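In edgeR's test with all libraries, no value stated in the paper's text differed from the value computed here by the criteria used. These take the spread between replicates and a factor of 1.5 into account. For the paper's 1305 and 613 genes, set against 1287 and 565, this was largely fixed in advance by the selection of the listed genes. With adjustment over all loci of the assembly, 524 genes passed, 172 of them higher. Those counts were not set against the paper's by the criteria. Under some alternatives set before the deposited table was examined, values did differ. With limma on log2(RPKM + 1), with and without a trend, the log2 FC of ANIA_10628 was 5.65 against the paper's 3.236, that of ANIA_05015 6.50 against the paper's 2.509 and that of ANIA_08443 8.08 against the paper's 8.74, a fold of 270.0 against the paper's 429. The fold of ANIA_08443 was 386.7 with limma on log2(RPKM + 0.1) and 674.7 with the scaling between libraries. Neither differed by the criteria used. With limma on log2(RPKM + 0.1), limma voom and the replicate block, ANIA_10628 stood at 7.25, 7.21 and 6.94 and ANIA_05015 at 6.91, 6.65 and 7.04. The genes higher in celAΔ numbered 387 without control replicate 1, 372 without control replicate 2 and 407 without celAΔ replicate 3, against the paper's 613. Without control replicate 3, the log2 FC of ANIA_05086 was 4.97 against the paper's 3.246 and that of flbD 2.73 against the paper's 1.502, and those of ANIA_10628 and ANIA_05015 differed too, with at most 3 reads in each control library left.

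The paper places ANIA_08443 second among the genes with the highest expression in celAΔ relative to the control. By fitted log2 FC it ranked 3 here, at 8.72, behind argB at 11.32 and ANIA_03966. The latter has 0 reads in each control library and is at least 57.1-fold higher, a bound that does not place it above ANIA_08443. With limma on log2(RPKM + 1), with and without a trend, ANIA_03966 stood at 6.09 against 8.08 for ANIA_08443. With limma voom it stood at 8.33 against 8.58. The other settings kept edgeR's order, so the order of these genes is not decided. Among genes with a finite ratio of mean RPKM it ranked 2.

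The paper presents ANIA_10628, ANIA_05015 and flbD as increased in the mutant. In edgeR's test with Benjamini-Hochberg adjustment their adjusted p-values were 0.13, 0.224 and 0.0595, so they did not pass the threshold, and all were higher in the 3 celAΔ libraries than in any control library. Among the alternatives set before the deposited table was examined, all 3 genes passed with limma voom, with the replicate block and without control replicate 3. They also passed with limma on log2(RPKM + 1), with and without a trend, and with limma on log2(RPKM + 0.1). flbD also passed with the scaling between libraries and with DESeq2's size factors, the latter chosen after seeing the values.

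The paper lists genes of the F9775 cluster among those raised. ANIA_07909 and ANIA_07912 had adjusted p-values of 0.10 and 0.0974 (edgeR, Benjamini-Hochberg) and did not pass here. They passed with the same limma settings, limma voom, the replicate block and without control replicate 3. The deposited table does not pair these loci with the symbols the paper prints.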

Other observations

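In this part, the test of chance placement at the end of chromosome I was set before it was run on the deposited table. So were the comparison of RPKM values with the mapped totals and the count of splits. The patterns behind the placement test and the comparison of totals had already been seen in the paper's Suppl. Information. All other tests were chosen after their results were seen.

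Of the 10 ways to split the 6 libraries into groups of 3, 1 gave as many genes past the threshold as the comparison of celAΔ with the control, namely that comparison itself; the other splits gave 0. The genes had been selected for this very comparison, and 10 splits cannot give a share under 0.1, so this count says nothing about chance.

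At one end of chromosome I, 25 of the first 81 loci are listed, and all 25 passed the threshold as lower in celAΔ, or 24 with adjustment over all loci of the assembly. Together they had 5925, 5033 and 2180 reads in the control libraries and 10, 10 and 12 in the celAΔ libraries, or 0.186% of the control level. In 18 of them all celAΔ libraries had 0 reads, and 3 had more than 3 reads in any celAΔ library (ANIA_06469, ANIA_06470 and ANIA_06438). Among the 5 lowest log2 FC of the table, ANIA_10819, ANIA_06443, ANIA_06438 and ANIA_06442 lie here, and ANIA_07881 lies on chromosome II. ANIA_10819 was at least 201.6-fold lower, with 585, 552 and 239 reads in the control. The next listed locus, ANIA_06419 at position 86, chosen after its values were seen, was higher in celAΔ (7.04 against 383 RPKM, log2 FC 5.76).

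Lower depth is argued against as the source of this pattern, since the median mapped total of celAΔ was 1.29 times that of the control. Chance placement is argued against as well. The pattern had been seen in the paper's Suppl. Information before the test was set, so its p-value is not independent evidence. The loci taken had a mean RPKM of at least 1 in the control and at most 0.1 in celAΔ. They were joined into a group where at most 10 positions apart, so other loci may lie between them. The largest group held 9 loci here, while 10000 random draws gave groups of at most 5 (permutation p = 0.0001, the smallest that the draws can give). This group ran from ANIA_06481 to ANIA_06463 and was not unbroken. Within its span, ANIA_06471, ANIA_06470 and ANIA_06469 had 0.118, 0.492 and 0.895 RPKM in celAΔ and did not meet the limit. With other limits the largest group, from ANIA_06481 as well, held 13 or 7 loci. With 1 library left out at a time the largest group held 9 or 10 loci of the same span, except without celAΔ replicate 2 or 3, where it held 7 and 8 loci and was another group of the same stretch, from ANIA_06443 to ANIA_06424. What lies behind the pattern was not decided. By mean RPKM, all 25 listed loci were under 10% of the control. For loci with few control reads the lower bounds do not show this, with ANIA_06444 at least 1.2-fold lower. The stretch was also drawn to end before the first listed locus that was not under 10%. This count is therefore no test of loss of the end of chromosome I in the celAΔ strain. The 18 loci without reads in celAΔ do not decide for silencing of the end of chromosome I either, and from RNA alone loss and silencing cannot be told apart. The 56 unlisted loci of this stretch were not analysed here. None of the 15 genes paired with the paper's amino acid catabolism list lies in it; the other 5 names have no locus here.

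The paper holds the celA reads in celAΔ to be probably due to residual heterokaryons. RNA of the control strain at 16.0% would have brought 2789 reads of the loci at the end of chromosome I into the celAΔ libraries. Nuclei of that share would have done the same if they expressed these loci at the control level. The celAΔ libraries had 32 such reads, so a share of this kind is argued against by the 0.186% that is left there. Control nuclei in which these loci were silenced too would not bring such reads and are not excluded. Reads shared with other genes are argued against by the 100% of celA reads that are unique. Nuclei that carry celA but share the change on chromosome I remain possible, and were not tested. Transcription that reaches the replaced locus from its neighbours may also add reads: ANIA_11083 had a log2 FC of 6.78, but without the position of the reads this source cannot be told apart from transcripts of celA.

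In the supplementary sheet of mapped reads, the total of 5205011 stands under control replicate 2 and that of 3300251 under celAΔ replicate 2. Exchange of the value columns of these libraries is argued against, since argB had 1.015 RPKM in control replicate 2 and 2467 RPKM in celAΔ replicate 2. The names in the sheet may instead be exchanged: in 99.3% of genes the RPKM of control replicate 2 had been divided by the total listed for celAΔ replicate 2. Read this way, 51.2 to 58.7% of reads mapped in the control and 68.6 to 69.0% in celAΔ. The share of mapped reads therefore differs between the strains in every library, and its source was not tested.

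Control replicate 3 lay between the other control libraries and celAΔ. On a scale of log2(RPKM + 1) where 0 is the mean of control replicates 1 and 2 and 1 the mean of celAΔ, its median position over all listed genes was 0.36. It was over 0.5 for 300 of the 642 higher genes and for 166 of the 733 lower genes, against 22 and 18 genes for control replicates 1 and 2 placed relative to each other. The median position was 0.054 for the sterigmatocystin run, 0.696 for the F9775 loci and 0.83 for the conidiation genes. With a pseudocount of 0.1 the position of the higher genes was 0.51 in place of 0.465. RNA of celAΔ in the library of control 3 is argued against by argB, ANIA_08443 and ANIA_11083. Of these, argB stood there below the mean of control replicates 1 and 2. ANIA_08443 and ANIA_11083 stood above it by no more than 0.164% of the difference between that mean and celAΔ. This share reached 22.8 to 71.4% in the conidiation genes. Lower depth of control 3 is argued against, with a mapped total 1.03 times the mean of the other control libraries. A culture further in development may differ in this way, with the conidiation genes at 0.83, but they were used to find the pattern, and no library tells the stage of a culture apart from other differences between cultures. Without control replicate 3, the number of genes past the threshold was 1321 in place of 1287, and flbD, ANIA_10628, ANIA_05015, ANIA_07909, ANIA_07912 and ANIA_08449 passed.

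Control and celAΔ differ in argB as well as in celA, since the genotype of the control lacks argB and celAΔ carries it as the marker. No library differs in argB alone. An arginine need of the control strain could lie behind the lower amino acid catabolism genes in celAΔ. The ornithine aminotransferase otaA, chosen after its values were seen, went the other way, with a log2 FC of 1.09 (85.2 against 181 RPKM; edgeR, Benjamini-Hochberg adjusted p = 0.015; higher in all 3 celAΔ libraries). It did not pass the threshold with the replicate block, with adjustment over all loci of the assembly (edgeR or limma), or without control replicate 1, control replicate 2 or celAΔ replicate 1. Over all settings tried its Benjamini-Hochberg adjusted p-value ranged from 3.78e-07 with DESeq2 to 0.115 with edgeR over all loci. A single gene does not decide this, and effects of argB and of celA cannot be told apart for these genes.

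Of the alcohol-utilisation loci ANIA_08977 to ANIA_08982, 5 of 6 are listed and all 5 were lower in every celAΔ library. ANIA_08979, the alcohol dehydrogenase ADHI, fell from 820 ± 441 RPKM (SD, n = 3) to 3.94 ± 3.79 RPKM (SD, n = 3), a log2 FC of -7.69. ANIA_08978, annotated as the activator AlcR, had 80.5 RPKM in the control and 12.6 RPKM in celAΔ and is also in the amino acid catabolism list; ANIA_08981 had 159 and 0.84 RPKM. ANIA_08980 had 0 reads in each celAΔ library and was at least 26.3-fold lower. ANIA_08977 had a log2 FC of -1.33 and lost the threshold under several settings, among them adjustment over all loci of the assembly, where 4 of the 5 passed. No explanation was tested.

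Of 20 loci tied to austinol synthesis, whose product the paper measured, 2 are listed, and both were higher in celAΔ at low levels. ANIA_09248 had 0.589 RPKM in the control and 4.36 RPKM in celAΔ. ANIA_09253 had 0.616 and 3.84 RPKM, with all 10 of its control reads in control replicate 3, and did not pass in 5 of the 6 fits that left out a library, nor with adjustment over all loci of the assembly.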
